A study of Mus musculus with 2 samples. Its data were reported in "Spatially resolved transcriptomic signatures of hippocampal subregions and Arc-expressing ensembles in active place avoidance memory" (2024).

How the data were processed

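Spot-level counts were taken from the deposited filtered matrices, in which the authors had counted unique molecular identifiers (UMIs, tags that mark each captured RNA molecule once) with Space Ranger 2.0.0 after trimming reads with TrimGalore. The deposited spatial-enrichment tables gave a second set of counts by the authors, the UMIs per gene summed over a section and the number of spots in which the gene was detected. The same deposited tables held a score computed by the authors, Moran's I, which measures how strongly neighbouring spots share the level of a gene. They also held a p-value for that score by the authors, which was read from the deposited tables but not used here. The signal column of the deposited tables, the authors' median normalized average counts, was likewise not used here. Images and image scale factors were not used here. Sequencing reads were not analysed here.

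Values were computed with Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scanpy 1.11.5, anndata 0.12.19, scikit-learn 1.9.0, igraph 0.11.9 and leidenalg 0.10.2, and drawn with matplotlib 3.10.9. The authors' counts used the 10x mouse reference on mm10. Gene positions were taken from the GENCODE vM21 annotation on the same build, GRCm38/mm10, and matched by Ensembl identifier. Of 32285 genes in the matrix 32235 had an entry in the annotation, as did 5797 of the 5797 genes compared between sections. Genes were addressed by identifier throughout, because 78 rows carried a symbol used by more than 1 row. Exons were counted as the distinct exons of the longest annotated transcript of a gene.

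Both sections were clustered together. The 3000 most variable genes of each section were selected, the genes selected in both sections were kept, and the listed IEGs, the genes of all other lists, 17 genes named in the text of the study, mitochondrially encoded genes, ribosomal protein genes and haemoglobin genes were removed, which left 934 genes. Counts of each spot were scaled to 10000 and log-transformed, scaled within each section with a cap at 10 standard deviations, and reduced to 30 principal components. A graph of 15 nearest neighbours, weighted by shared neighbours, was divided with the Leiden method at resolution 1.5 and seed 7 into 22 clusters. Spots under 500 UMIs were left out of the clustering. A cluster took the name of a marker set when the mean z score of that set was the highest and above 1, at least 3 of its markers reached 5 CPM (UMIs scaled to a total of 1000000), and the 10 leading genes of the cluster held at least 1 of its markers and no more markers of any other set. Leading genes were ranked by their ratio to the other clusters among genes that reached 50 CPM in a cluster. Cluster 14 had a high score for the CA3 set but its leading genes held none of that set and 2 of another, so it was compared by number. The hippocampus was made of spots of hippocampal clusters with at least 2 hippocampal neighbours, in connected patches of at least 30 spots with a share of cell-layer spots above 0.2, and holes were filled where at least 4 of 6 neighbours belonged to it. A wider area took every spot within 2 steps. White-matter spots were those of clusters 3 and 11 outside the hippocampus. The sides called left and right were split along the image row coordinate of the spots, at the midpoint between the DG spots of both sides. They are sides of the image, and the hemisphere of each was not established. The left or right sides of both sections may thus not be the same hemisphere. The thresholds for naming, the rule for the outline and the midline were set after the maps had been seen. The clustering replaced 3 earlier versions, none of which was compared on the outcomes.

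Counts of all spots of a region were pooled and scaled to CPM. The log2 ratio of the section labelled trained over the section labelled untrained used a pseudocount of 0.5 UMI. All intervals were 95% intervals, exact Poisson for a CPM, Clopper-Pearson for a share and exact conditional binomial for a ratio, and covered counting error only. With 1 section of 1 mouse per group, spots were not treated as replicates, so no p-value, standard error or number of changed genes was derived, and no difference between sections had a replicate check. Genes were compared when they had at least 400 UMIs summed over the hippocampal spots of both sections, or at least 200 UMIs in 1 section for ratios within a section. For equal depth, spots were thinned without replacement to 1000 UMIs with seed 7 and spots below that depth were left out. The share expected over all possible draws was computed exactly beside the seeded draw. A list of genes was summarised by its median log2 ratio and by the percentile of that median among 10000 random lists of the same size matched on mean expression in 20 bins. The lists were 85 cytoplasmic ribosomal protein genes, 96 nuclear genes of oxidative phosphorylation and 13 mitochondrially encoded genes. Also used were 35 genes chosen for a role at synapses (the synapse list) and 22 immediate early genes (IEGs). The synapse list includes Prkcb, Dkk3, Snap25, Shank1, Shank3, Bsn and Ywhag, which the text of the study names. It is therefore not independent of the study. A spot was called positive for an IEG at 1 UMI or more. Ratios within a section were also standardised over CA1, DG, cluster 14 and the other hippocampal spots, with at least 3 spots on both sides of each stratum. In a further version each positive spot was matched to the negative spot nearest in UMIs within its region, at most 0.5 log2 apart. Correlations across spots were Pearson r on ln(1 + UMIs per 10000). In the alternatives, Pearson residuals used a negative binomial theta of 100, and 200 draws that kept layer means and depth gave a null range for the r of Jun with Arc. The main values comprised 42 correlations of IEGs with Arc, 8 across genes between regions or sides, 3 between sections and 3 between positive and negative spots.

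The genes reported by name followed a rule written before the data were examined. They were Arc, Egr1, Jun and the other listed IEGs, then 17 of the genes named in the text of the study, a selection that leaves out others the text names, then the 5 highest and 5 lowest ratios between sections that had the same sign on the left and right side, and last the 5 highest ratios of positive over negative spots for each IEG and section. The alternatives listed with this rule changed the detection threshold, depth, outline, side, scaling, weighting, pseudocount, minimum UMIs or correlation measure. One alternative was added after the data were seen, the removal of the trend of log2 ratios with GC content, taken as the median in 20 bins of the GC content of the longest transcript. The scale on which an alternative was called moved was written after the main values were seen. It was the counting interval for a ratio, the standard deviation of matched random lists for a list median and 0.1 for a correlation or a standard deviation.

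Several further choices followed the results. The rule that selected Crym, by intervals on opposite sides of 0 in the hippocampus and in the rest of the section, was written after its ratios had been seen and when Crym was known to lead cluster 16. The threshold for a clear drop after matching on depth was set after the matched values had been seen. The reading of the correlation of Arc and Jun within layers was changed to undecided after its value had been seen, and its null draws were not planned. Overlaps of the genes reported by name with other genes were looked up after their ratios had been seen.

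The code was tested on simulated data. In a comparison of sections with 200 changed genes, all simulated changes of 1 log2 were recovered with medians of 0.99 and -1.01, the unchanged genes had a standard deviation of 0.109, and 0.0357% of unchanged genes exceeded 0.5. In the comparison of lists, 35 raised genes reached percentile 100 and 35 unchanged genes percentile 78.5. The shares were taken from the same simulation, in which all hippocampal spots of a section had the same levels at the observed depths, without layers. There the shares of Arc-positive spots differed by -28.1 percentage points as deposited, 1.16 after thinning and 0.634 in the expected share. For Egr1 these differences were -29.7, -1.59 and -0.036, and for Jun -29.8, -1.34 and -0.041. When no relation existed within regions, the synapse list of positive over negative spots still had medians of 0.23 and 0.19 in the simulated trained and untrained sections. These fell to -0.0011 and 0.012 after standardisation and to -0.017 and -0.0052 after matching. In the same simulation the r of Jun with Arc was -0.122 and -0.266.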

Results

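Gene expression was compared between 2 coronal brain sections of mice, each from 1 mouse and each containing the dorsal hippocampus. The sections had been profiled with Visium, in which a slide with a grid of barcoded spots captures the RNA of the tissue above each spot. One mouse had been trained in active place avoidance, a task in which the animal on a rotating arena learns to stay out of a zone where it receives a mild shock, and the other had walked the arena with the shock switched off. Brains had been taken after a test of memory retention. Expression was measured in unique molecular identifiers (UMIs), which count captured RNA molecules. The section labelled trained held 4152 spots with 29515831 UMIs and the section labelled untrained held 3738 spots with 59029131 UMIs. Each group comprised 1 section (n = 1 and n = 1), so every difference between groups was also a difference between 2 animals, 2 sections and 2 libraries, and none had a replicate check. The labels are those of the deposited samples. They may have been exchanged relative to the text of the study, and every direction below is given for the labels as deposited.

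The first question was which spots belonged to the hippocampus and how deeply they had been sampled. Joint clustering of both sections placed 582 spots of the section labelled trained and 562 of the section labelled untrained in the hippocampus. Of these, 153 and 180 lay in the CA1 pyramidal layer, 160 and 165 in the granule cell layer of the dentate gyrus (DG), 84 and 126 in cluster 14, and 185 and 91 in the remaining neuropil. Cluster 14 is referred to by number because its leading genes did not settle its name. The sections differed in the tissue they held. A difference in plane is possible but was not tested. Clusters 12 and 16 were uneven, with 224 and 34 spots in cluster 12 and 3 and 179 spots in cluster 16.

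**Figure D1:**
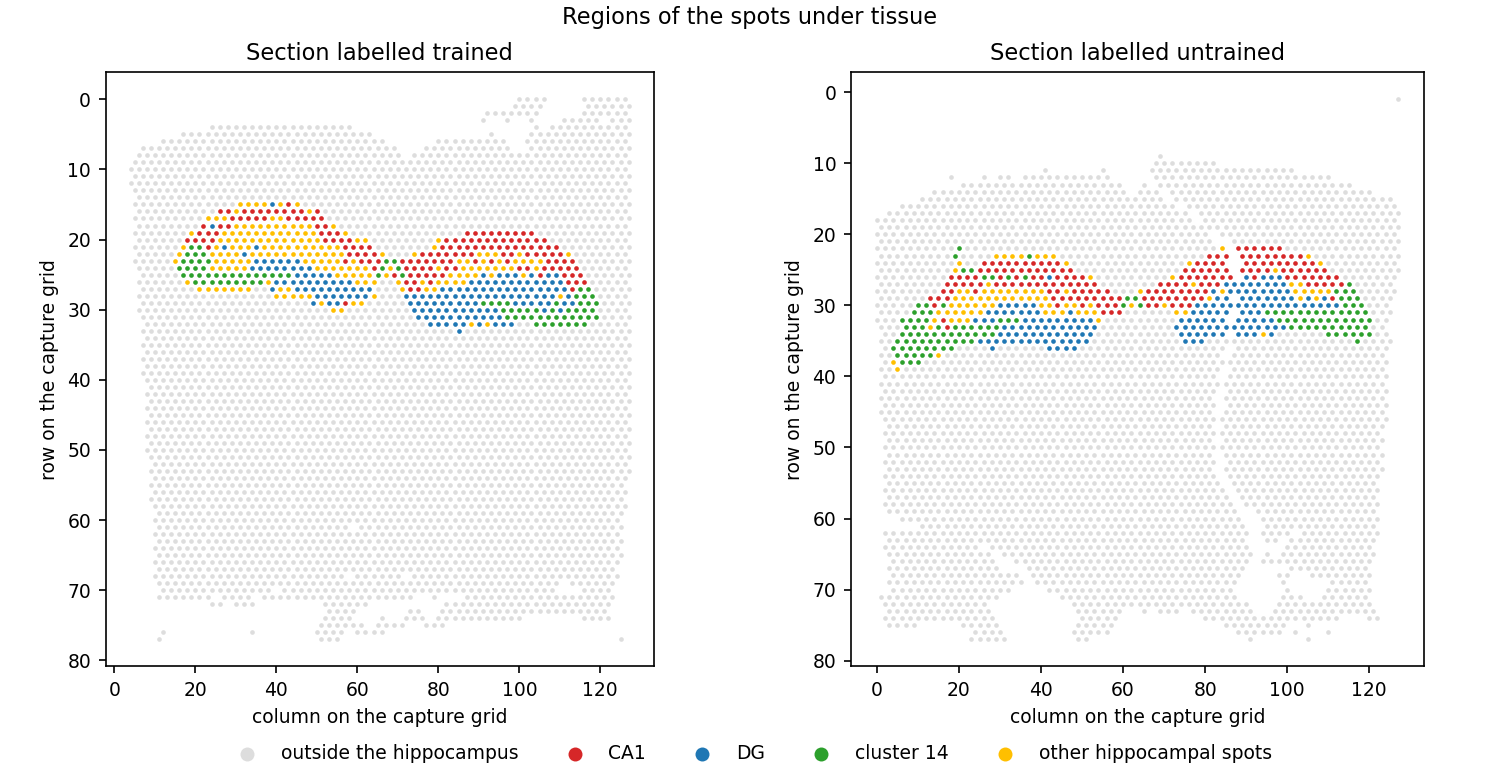
Position of spots on the capture grid (column and row of the grid, in spots) for the section labelled trained with 582 hippocampal spots and the section labelled untrained with 562. Red spots are CA1, blue spots DG, green spots cluster 14, yellow spots other hippocampal spots and grey spots lie outside the hippocampus.

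Depth differed widely between the sections. Hippocampal spots had a median of 5258.5 UMIs (quartiles 2733.25 and 9619.5) and 2261 genes under the label trained, against 16538 UMIs (quartiles 10225.5 and 24735.5) and 4603 genes under the label untrained. The medians of the whole sections were 5950.5 and 13766.5 UMIs. The gap was wider in the hippocampus, at 3.15 times, than in the rest of the section, at 2.21 times, and it was present in every region. Median UMIs were 6375 and 14253.5 in CA1, 7738 and 21162 in DG, 11278.5 and 21595.5 in cluster 14, and 2330 and 7007 in the other hippocampal spots. Left and right here are sides of the image, set by the position of spots and not by hemisphere. The left side was shallower than the right side in both sections. Its median was 2935.5 against 8043 UMIs under the label trained and 11169 against 21556 under the label untrained. Pooled over the hippocampus, 4390207 and 11317159 UMIs were compared.

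The second question was whether the share of hippocampal spots with an immediate early gene (IEG, a gene transcribed within minutes of neuronal activity) differed between the labels. Spots with at least 1 UMI of Arc made up 35.9% (209 of 582, 95% interval 32.0 to 40.0%) under the label trained and 62.1% (349 of 562, 57.9 to 66.1%) under the label untrained. For Egr1 the shares were 43.8% (255 spots) and 69.4% (390 spots), and for Jun 30.8% (179 spots) and 56.0% (315 spots). All intervals cover counting error only. These shares followed depth, and thinning every spot to 1000 UMIs moved them most. After thinning, which left out 1 spot in each section, Arc was detected in 6.71% (4.82 to 9.06%) and 8.02% (5.91 to 10.6%) of spots, Egr1 in 10.7% (8.28 to 13.5%) and 10.3% (7.94 to 13.2%), and Jun in 6.54% (4.67 to 8.87%) and 5.88% (4.08 to 8.16%). The difference in share thus changed from -26.2 to -1.31 percentage points for Arc, from -25.6 to 0.333 for Egr1 and from -25.3 to 0.658 for Jun. Averaged over all possible draws, the thinned shares differed by 0.551 points for Arc, -0.225 for Egr1 and 0.708 for Jun. No order of the labels was read from the shares.

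White-matter spots outside the hippocampus gave the background of detection. At median depths of 4088 and 7104 UMIs, 12.7% and 18.1% of 471 and 421 white-matter spots held Arc, 14.6% and 21.6% held Egr1, and 23.8% and 29.0% held Jun. After thinning, with 8 and 1 spots left out, the white-matter shares were 1.94% and 2.62% for Arc, 3.46% and 2.86% for Egr1, and 7.13% and 3.81% for Jun. For Jun under the label trained the hippocampal share lay below that of white matter in the seeded draw, and above it over all possible draws (6.98% against 5.86%), so it was close to background. Within the layers, the shares as deposited were lower under the label trained throughout, for example 62.7% and 83.3% for Arc in CA1 and 63.7% and 89.7% for Jun in DG. Thinned, Arc was found in 12.4% and 14.4% of CA1 spots, 2.5% and 3.64% of DG spots and 4.76% and 4.76% of cluster 14 spots. Egr1 was found in 20.9% and 22.2% of CA1 spots, and Jun in 11.2% and 13.3% of DG spots. Over all possible draws the differences were 1.10 points for Arc in CA1, 0.0713 in DG and 2.67 in cluster 14, 3.15 for Egr1 in CA1 and 1.88 for Jun in DG. In cluster 14 the thinned shares of Egr1, 9.52% and 3.17%, stood in the reverse order to those as deposited, 58.3% and 76.2%, but over all draws they differed by -0.398 points. The order within layers thus depended on the draw.

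**Figure D2:**
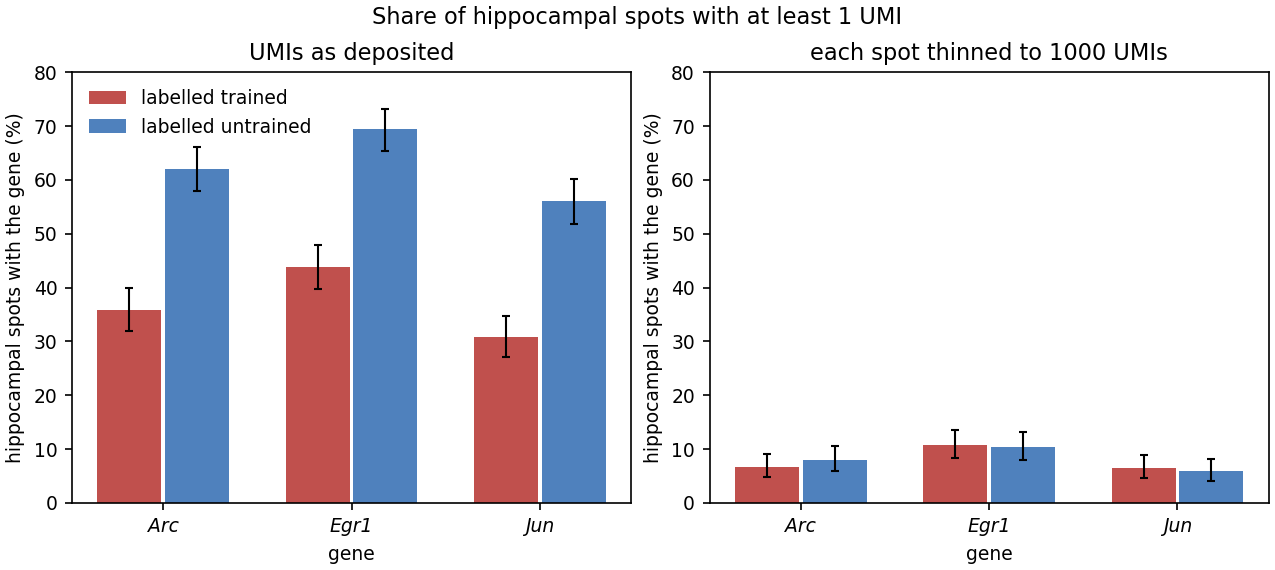
Share of hippocampal spots (percent) with at least 1 UMI of Arc, Egr1 or Jun in the sections labelled trained and untrained, as deposited on the left and thinned to 1000 UMIs per spot on the right. Bars are shares and error bars 95% Clopper-Pearson intervals, and the gap for Arc falls from 35.9% against 62.1% to 6.71% against 8.02%.

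Spatial structure of the 3 genes was read from the scores the authors had computed over whole sections. In the authors' deposited table Moran's I was 0.307 and 0.491 for Arc, 0.406 and 0.520 for Egr1, and 0.0656 and 0.111 for Jun under the labels trained and untrained. The authors' deposited table counted 2201 and 3992 UMIs of Arc, 4414 and 7871 of Egr1 and 1777 and 2919 of Jun. Its totals matched the matrix for all 20513 and 21498 genes listed. Moran's I was not corrected for depth, so no order was read from it.

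The level of the IEGs was compared next as UMIs scaled to the total of a region (CPM), which depth does not shift. Arc (ENSMUSG00000022602, chromosome 15, 74669083 to 74672570, 3 exons, build GRCm38/mm10 with the GENCODE vM21 annotation, as for all positions below) reached 82.7 CPM (363 UMIs, 74.4 to 91.6) and 74.8 CPM (847 UMIs, 69.9 to 80.1) in the hippocampus, a log2 ratio of 0.14 (-0.038 to 0.32) for the label trained over the label untrained. Egr1 (ENSMUSG00000038418, chromosome 18, 34859823 to 34864984, 2 exons) reached 164 and 139 CPM, a log2 ratio of 0.23 (0.10 to 0.36). Jun (ENSMUSG00000052684, chromosome 4, 95049034 to 95052222, 1 exon) reached 91.3 and 74.7 CPM, a log2 ratio of 0.29 (0.12 to 0.46). Part of Jun is overlapped on the opposite strand by Junos, so its counts are uncertain. Outside the hippocampus the ratios were similar, 0.15 (0.066 to 0.23) for Arc, 0.16 (0.098 to 0.22) for Egr1 and 0.33 (0.23 to 0.43) for Jun. The alternative that moved Arc and Jun most was the left side alone, with 0.53 and -0.14. With each spot weighted equally the ratio of Egr1 fell to -0.0094, below 0. Relative to the rest of the section, the hippocampal ratio of Egr1 was 0.075 and that of Jun fell below 0, to -0.042. Removal of the trend of ratios with GC content raised Arc and Egr1 to 0.36 and 0.43.

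Within the hippocampus the ratios of the 3 genes varied by layer and side. Arc had a log2 ratio of -0.010 in CA1, -0.16 in DG and 0.57 (0.17 to 0.95) in cluster 14. For Egr1 it was 0.26 (0.097 to 0.41) in CA1, 0.12 in DG and 0.14 in cluster 14. Jun differed most between layers, with 0.43 (0.22 to 0.63) in DG, 0.068 in cluster 14 and -0.39 (-1.06 to 0.23) in CA1. On the left side the ratio was 0.53 (0.21 to 0.85) for Arc and -0.14 (-0.50 to 0.21) for Jun, and on the right side -0.041 for Arc and 0.44 (0.23 to 0.64) for Jun. Differences between the sides of 1 section were of that size too. The log2 ratio of the left over the right side was 0.33 under the label trained and -0.25 under the label untrained for Arc, -0.51 and -0.40 for Egr1, and -0.56 and 0.020 for Jun.

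Among the 22 listed IEGs, 16 had a hippocampal ratio above 0 and 6 below, with 9 intervals above 0 and 1 below. Ratios ranged from -0.63 (-0.89 to -0.38) for Junb to 0.997 (0.42 to 1.56) for Inhba. Inhba had 48 and 62 UMIs, and outside the hippocampus its ratio was -0.099. Junb was also lower outside the hippocampus, at -0.53. Egr2 followed at 0.86 (0.15 to 1.56) with 31 and 44 UMIs, then Rheb at 0.77 (0.66 to 0.87) and Nrn1 at 0.75 (0.66 to 0.85), with 0.68 and 0.32 outside the hippocampus. Bdnf stood at 0.43 (0.23 to 0.64) in the hippocampus and at -0.17 (-0.36 to 0.019) outside. Junb, Bdnf, Inhba and Nrn1 each overlap a gene on the opposite strand and are uncertain for that reason.

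**Figure D3:**
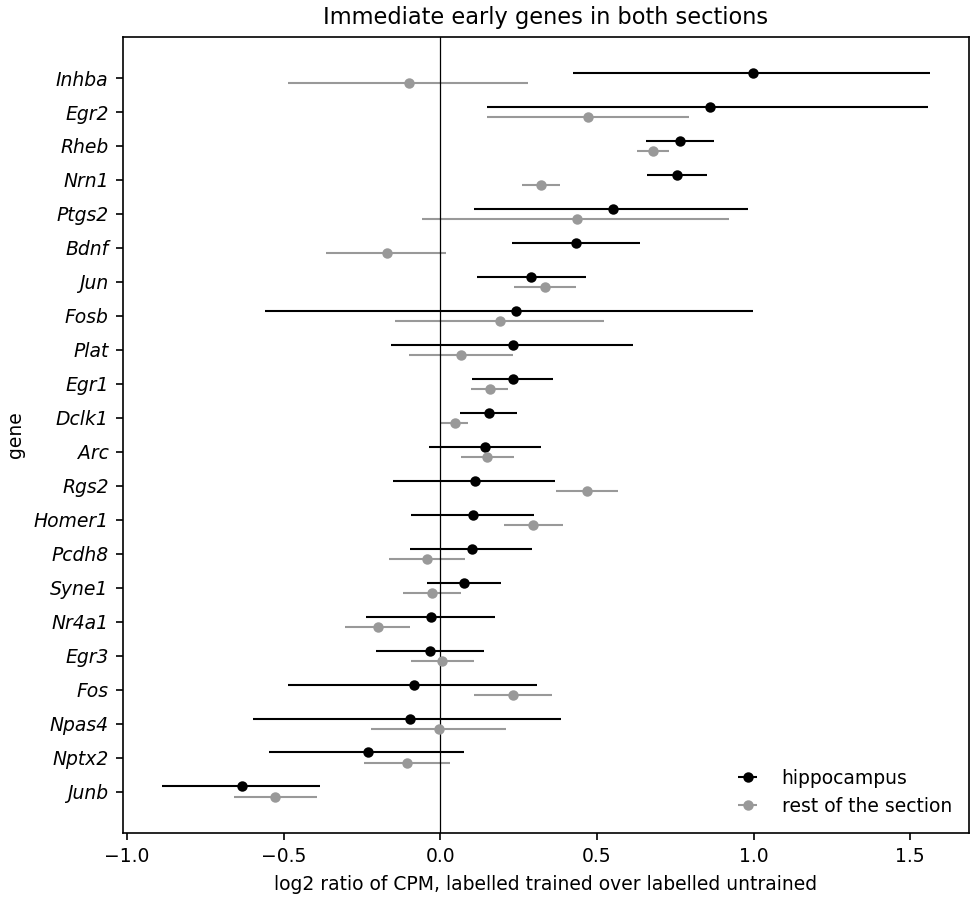
Log2 ratio of pooled CPM, label trained over label untrained, for 22 IEGs in the hippocampus (black) and in the rest of the section (grey). Points are ratios and bars 95% counting intervals, and 9 hippocampal intervals lie above 0 and 1 below.

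The third question was how the ratios of the IEGs compared with those of all genes. In the hippocampus 5797 genes had at least 400 UMIs over both sections. Their log2 ratios had a median of 0.07 and a standard deviation of 0.399, against 0.107 from counting noise alone, and 5% and 95% of genes lay below -0.55 and 0.69. The ratios of Arc, Egr1 and Jun therefore lay inside the range of most genes. Standard deviations between the left and right side of 1 section were 0.254 under the label trained and 0.165 under the label untrained. The ratios of the left sides and of the right sides shared their sign for 4640 of these genes and had a Pearson r of 0.815 across genes. Ratios in the hippocampus and in the rest of the section had an r of 0.885. Among 1703 genes with enough UMIs in each layer, r was 0.887 between CA1 and DG, 0.891 between CA1 and cluster 14 and 0.881 between DG and cluster 14, and 0.897 to 0.910 between a layer and the rest of the section. Genes are not independent replicates, so these correlations describe the shared pattern only. A minimum of 100 UMIs moved these values most, to a standard deviation of 0.447 and an r with the rest of the section of 0.823. The median was -0.0055 with mitochondrially encoded genes left out of the total, so no direction was read for the average gene. After removal of the GC trend r with the rest of the section was 0.866.

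**Figure D4:**
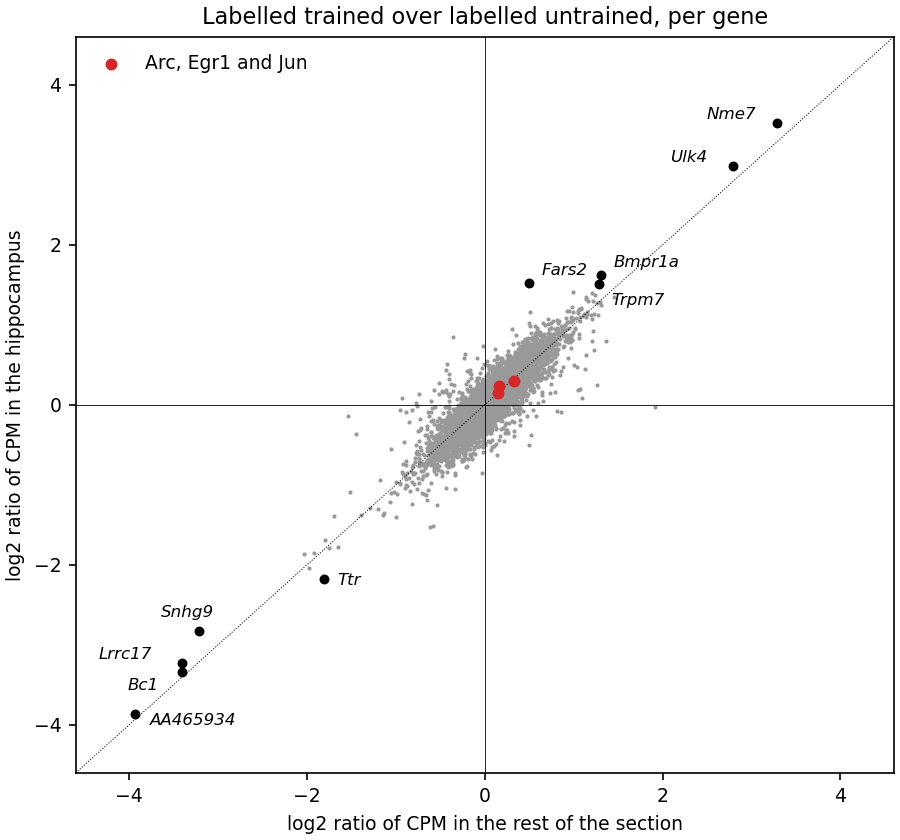
Log2 ratio of pooled CPM, label trained over label untrained, in the rest of the section (x) and in the hippocampus (y) for 5797 genes. Grey points are genes, black points genes reported by name and red points Arc, Egr1 and Jun, and most genes lie along the diagonal with r 0.885.

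Large ratios in the hippocampus were found again in the rest of the section. The 5 highest among genes with the same sign on both sides began with Nme7 (ENSMUSG00000026575, chromosome 1, 164304121 to 164437725, 16 exons), with 294 and 25.6 CPM and a log2 ratio of 3.52 (3.34 to 3.71), and 3.29 outside the hippocampus. Ulk4 (ENSMUSG00000040936, chromosome 9, 120955351 to 121277197, 34 exons) had 94.5 and 11.9 CPM and 2.98 (2.70 to 3.28), and 2.79 outside. Bmpr1a (ENSMUSG00000021796, chromosome 14, 34410734 to 34503341, 13 exons) had 92.7 and 30.1 CPM and 1.62 (1.41 to 1.83), and 1.30 outside. Fars2 (ENSMUSG00000021420, chromosome 13, 36117412 to 36726280, 8 exons) had 71.5 and 24.9 CPM and 1.52 (1.28 to 1.76), but 0.49 outside. Trpm7 (ENSMUSG00000027365, chromosome 2, 126791565 to 126876230, 39 exons) had 52.4 and 18.4 CPM and 1.51 (1.23 to 1.79), and 1.28 outside. Of these 5 genes all but Trpm7 overlap a gene on the opposite strand, Nme7 the 3' end of Atp1b1, Ulk4 that of Ctnnb1, Bmpr1a the gene Gm17110 and Fars2 the gene Nrn1. Reads of the neighbouring transcript may be counted in them, and their ratios are uncertain.

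The 5 lowest ratios were those of 3 non-coding genes and 2 others. AA465934 (ENSMUSG00000093483, chromosome 11, 83291699 to 83294632, 2 exons) had 5.69 and 84.8 CPM and a log2 ratio of -3.87 (-4.53 to -3.33), and -3.93 outside the hippocampus. Bc1 (ENSMUSG00000115783, chromosome 7, 144914470 to 144914637, 1 exon) had 54.7 and 553 CPM and -3.34 (-3.53 to -3.15), and -3.41 outside. Lrrc17 (ENSMUSG00000039883, chromosome 5, 21543559 to 21575904, 4 exons) had 16.6 and 157 CPM and -3.23 (-3.60 to -2.90), and -3.40 outside. It lies within the span of Fbxl13 on the opposite strand and is uncertain. Snhg9 (ENSMUSG00000090101, chromosome 17, 24719531 to 24719965, 2 exons) had 10.5 and 75.3 CPM and -2.83 (-3.31 to -2.42), and -3.22 outside, and is uncertain because it lies within the span of Rps2. Ttr (ENSMUSG00000061808, chromosome 18, 20665280 to 20674321, 4 exons) had 934 and 4218 CPM and -2.17 (-2.22 to -2.13), and -1.80 outside. Ttr is the main transcript of the choroid plexus, which covered 68 and 165 spots, so its ratio may come from the extent of that tissue in the sections. Among the genes reported by name, removal of the GC trend moved ratios most, for example from 1.62 to 1.34 for Bmpr1a and from -3.34 to -3.61 for Bc1, and no change of scaling, pseudocount, depth or GC trend reversed a direction. The left side alone turned Bok to -0.079, Crym to -0.020 and Shank1 to 0.0016.

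The fourth question was how 17 of the genes named in the text of the study compared between the labels. Rpl4 (ENSMUSG00000032399, chromosome 9, 64173375 to 64178666, 10 exons) had 1941 and 841 CPM and a log2 ratio of 1.21 (1.17 to 1.25), and Rpl5 (ENSMUSG00000058558, chromosome 5, 107900502 to 107909005, 8 exons) had 1402 and 623 CPM and 1.17 (1.12 to 1.22). Outside the hippocampus they stood at 1.08 and 1.05. Both genes have near-identical copies elsewhere in the genome, and Rpl5 overlaps Fam69a, so both ratios are uncertain. Prkcb (ENSMUSG00000052889, chromosome 7, 122288751 to 122634402, 18 exons) had a ratio of 0.22 (0.13 to 0.31) and 0.42 outside. Dkk3 (ENSMUSG00000030772, chromosome 7, 112116017 to 112159057, 8 exons) had 0.27 (0.17 to 0.37) and 0.33 outside. Snap25 stood at 0.39 (0.36 to 0.43), Pcsk1n at 0.35 (0.31 to 0.39), Shank3 at 0.81 (0.52 to 1.08) and Bok at 0.21 (0.067 to 0.34). Lower under the label trained were Gapdh at -0.53 (-0.57 to -0.50), Ywhag at -0.50 (-0.57 to -0.43), Rasal1 at -0.37 (-0.64 to -0.11), Shank1 at -0.32 (-0.48 to -0.17), Serpina3n at -0.32 (-0.58 to -0.069) and Bsn at -0.29 (-0.41 to -0.16). Intervals of Homer3 at -0.13 (-0.43 to 0.15) and Kit at -0.13 (-0.53 to 0.24) included 0, and Kit, with 79 and 224 UMIs, was below the minimum of 400. Pcsk1n, Shank3, Shank1, Bsn, Homer3 and Gapdh overlap genes on the opposite strand, and Gapdh has many near-identical copies, so they are uncertain.

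Crym (ENSMUSG00000030905, chromosome 7, 120186380 to 120202111, 3 exons) was the gene reported by name whose intervals lay on opposite sides of 0, at 0.15 (0.032 to 0.28) in the hippocampus and -0.43 (-0.54 to -0.33) in the rest of the section. Crym is among the leading genes of cluster 16, which was nearly confined to the label untrained, and its direction outside the hippocampus depended on those spots.

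Lists of genes were compared next, to ask whether functional groups shifted together. The 13 mitochondrially encoded genes had a median log2 ratio of -0.62 in the hippocampus, below all 10000 matched random lists, which centred on 0.10. They held 11.7% of hippocampal UMIs under the label trained and 16.3% under the label untrained. The list was as low outside the hippocampus, at -0.58, and at -0.79 in CA1, -0.70 in DG and -0.98 in cluster 14. Removal of the GC trend moved it most, to -0.87. The 35 synapse genes had a median of -0.13 (percentile 0.42) in the hippocampus and -0.15 (percentile 0) outside, and -0.17, -0.19 and -0.15 in CA1, DG and cluster 14. On the right side alone the synapse median was -0.22. The ribosomal list (82 of 85 genes) had a median of 0.10 (percentile 71.7), the nuclear oxidative phosphorylation list (87 of 96 genes) 0.077 (percentile 54.5) and the IEG list (15 of 22 genes) 0.11 (percentile 60.2), all within the range of random lists. With mitochondrially encoded genes left out of the total, the ribosomal median was 0.023 and the oxidative phosphorylation median -0.00045, so no direction was read for the latter. With a median-of-ratios scaling they were 0.029 and 0.0050.

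The fifth question was what distinguished IEG-positive from IEG-negative hippocampal spots of the same section. Positive spots were deeper and lay in other layers. Arc-positive spots had a median of 7877 UMIs against 3956 in the 373 negative spots under the label trained, and 18232 against 12458 in the 213 negative spots under the label untrained. CA1 made up 45.9% of Arc-positive and 15.3% of Arc-negative spots under the label trained, and 43.0% and 14.1% under the label untrained. For Egr1 the CA1 shares were 44.3% and 12.2%, then 38.7% and 16.9%. Jun-positive spots lay instead in DG, with 57.0% against 14.4% of negative spots under the label trained and 47.0% against 6.88% under the label untrained.

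Ratios of positive over negative spots carried this difference in layers. The highest in Arc-positive spots were Lefty1 at 1.88, Fhl2 at 1.80, Dusp6 at 1.73, Pou3f1 at 1.72 and Rasd1 at 1.64 under the label trained, and Lefty1 at 2.62, Gpr161 at 2.52, Wfs1 at 1.98, Ccn3 at 1.91 and Fibcd1 at 1.83 under the label untrained. For Egr1 the highest were Cpne7 at 2.07, Rasd1 at 1.95, Zdhhc2 at 1.88, Rasl11b at 1.82 and Neurod6 at 1.69, and under the label untrained Lefty1 at 2.32, Gpr161 at 2.18, Spink8 at 1.64, Hunk at 1.63 and Dusp5 at 1.55. For Jun they were Prox1 at 2.54, Stxbp6 at 2.20, C1ql2 at 1.90, Dock10 at 1.75 and Tubgcp2 at 1.74, and under the label untrained Dsp at 2.31, Grm2 at 1.97, Prox1 at 1.88, C1ql2 at 1.85 and Gm10605 at 1.79. Many of these genes are layer markers that also defined the clusters, so they restate where the spots lay. Standardised over the layers, the ratios in Arc-positive spots under the label trained fell to 0.67 for Lefty1 and 0.64 for Pou3f1, and were 1.33 for Fhl2 and 1.22 for Dusp6.

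The synapse list was higher in Arc-positive spots, with medians of 0.38 (percentile 100) under the label trained and 0.29 (percentile 99.99) under the label untrained, and in Egr1-positive spots, with 0.46 and 0.38 (percentile 100 in both). In Jun-positive spots it was 0.021 (percentile 11.03) and 0.023 (percentile 4.92). The list holds Prkcb and Dkk3, which the study reported as higher in Arc-positive spots of its trained section. The percentiles for Arc are thus not independent of the study. Layer and depth accounted for part of the medians. Standardised over layers, the medians were 0.22 and 0.30 for Arc, 0.33 and 0.34 for Egr1 and 0.13 and 0.16 for Jun. With negative spots matched on depth and layer they were 0.13 and 0.094 for Arc and 0.13 and 0.14 for Egr1. Calling spots positive after thinning moved the list most for Arc, to 0.073 and 0.062, and gave 0.14 and 0.0088 for Egr1 and -0.14 and -0.14 for Jun, the last with a reversed sign. In that version spots that lost the gene by thinning counted as negative, which can by itself draw a ratio towards 0. The ribosomal list was lower in Arc-positive spots (-0.25 and -0.18) and in Egr1-positive spots (-0.27 and -0.15), each below all random lists. These medians shrank under the alternatives that moved them most. They were -0.077 and -0.038 for Arc with spots called after thinning, and -0.079 and -0.044 for Egr1 after matching. The mitochondrially encoded list was lower in positive spots of all 3 genes, at -0.70 and -0.23 for Arc, -0.89 and -0.51 for Egr1 and -0.73 and -0.38 for Jun. After thinning its direction turned for Arc under the label untrained (0.056) and for Jun under the label trained (0.027).

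**Figure D5:**
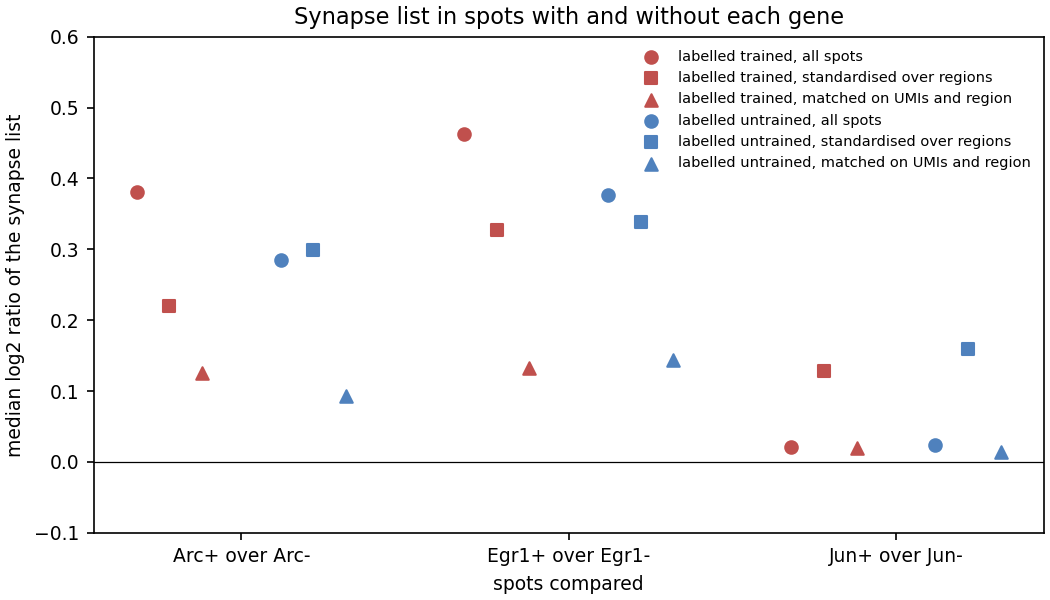
Median log2 ratio of the synapse list in IEG-positive over IEG-negative hippocampal spots for Arc, Egr1 and Jun, label trained in red and label untrained in blue. Circles use all spots, squares are standardised over layers and triangles use negative spots matched on UMIs and layer, and the Arc medians fall from 0.38 and 0.29 to 0.13 and 0.094 after matching.

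The pattern of positive over negative spots was shared by both sections over 3856 genes, with an r of 0.769 for Arc, 0.755 for Egr1 and 0.745 for Jun. After standardisation r was 0.476, 0.581 and 0.405, and after matching 0.0975, 0.0766 and 0.0835. Matching also left fewer negative spots, and the counting noise this adds lowers r, so the part of the fall due to depth was not separated from it.

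The 17 genes chosen from the text of the study were also compared between positive and negative spots. Together with the other IEGs among Arc, Egr1 and Jun they made 19 genes and 114 ratios, of which 64 had an interval above 0 and 27 below. Of these 91, 56 turned their sign in at least 1 of 3 versions, 17 after standardisation, 28 after matching and 30 when spots were called after thinning. The last version counted spots that had lost the IEG by thinning as negative, which can bring ratios near 0. Prkcb and Dkk3 kept their sign for Arc and Egr1 in all 3 versions. In Arc-positive spots Prkcb had ratios of 0.89 and 0.83, which were 0.30 and 0.47 after matching, and Dkk3 had 1.36 and 1.32, which were 0.30 and 0.38 after matching. Egr1 was higher in Arc-positive spots, at 1.38 (1.15 to 1.63) and 1.59, and Jun lower, at -0.997 (-1.31 to -0.69) and -0.62, although the ratio of Jun under the label untrained was 0.024 after standardisation. Rpl4 was lower in Arc-positive spots at -0.42 and -0.23, but stood at 0.028 under the label trained after matching and at 0.020 under the label untrained after standardisation.

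Positive spots were then compared between the labels, to ask whether they differed in another way than negative spots. Ratios in positive and negative spots had an r of 0.897 over 2332 genes for Arc, 0.915 over 1457 genes for Egr1 and 0.880 over 2454 genes for Jun. With a minimum of 100 UMIs r fell to 0.787 for Arc and 0.801 for Egr1, the largest change among the alternatives. Of the 17 genes chosen from the text of the study, 13 had the same sign in Arc-positive and Arc-negative spots, 14 for Egr1 and 16 for Jun, and none had intervals on opposite sides of 0. The mitochondrially encoded list was lower under the label trained in positive and negative spots, at -0.90 and -0.44 for Arc, -0.89 and -0.54 for Egr1 and -0.94 and -0.57 for Jun. The synapse list stood at -0.14 (percentile 0.030) and -0.071 (percentile 8.63) for Arc, -0.19 (percentile 0.25) and -0.071 (percentile 5.27) for Egr1 and -0.20 (percentile 0.040) and 0.017 (percentile 16.7) for Jun. With a median-of-ratios scaling the last of these turned to -0.073.

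The last question was which of 21 other IEGs varied with Arc across hippocampal spots. Egr1 ranked first in both sections with an r of 0.211 under the label trained and 0.418 under the label untrained, followed by Nr4a1 (0.201 and 0.411) and Homer1 (0.155 and 0.30). Jun was negative, with -0.106 (rank 20) and -0.255 (rank 21), and Plat came last under the label trained at -0.109. Spots of 1 section are not independent samples, and 42 correlations were computed. Layer means and depth alone gave 0.246 and 0.419 for Egr1, 0.191 and 0.367 for Nr4a1 and -0.139 and -0.247 for Jun. The order of the 21 genes was shared by the sections with an r of 0.924. Correlating UMIs as deposited moved Egr1 most, to 0.598 and 0.763. The supplementary material of the study gives values very close to these with the labels crossed, the lower for untrained and the higher for trained. Within cluster 14 the r of Egr1 under the label trained was -0.00391, and in the other hippocampal spots that of Jun under the label trained was 0.176, both with a reversed sign. The larger r under the label untrained came with greater depth, and after thinning the r of Egr1 was 0.0682 and 0.112.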

Values the study reported

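The study reported 542 hippocampal spots in its trained section and 568 in its untrained section. It counted 195 Arc-positive spots in the trained and 169 in the untrained section. It counted 380 Egr1-positive spots in the trained and 256 in the untrained section. It counted 308 c-Jun-positive spots in the trained and 175 in the untrained section. Its supplementary material gave a higher r of Arc and Egr1 across spots in the trained than in the untrained section.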

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

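Crym had a log2 ratio of 0.15 in the hippocampus but -0.43 in the rest of the section, label trained over label untrained, and whether this difference exceeds the variation between mice was not tested. The test without cluster 16 was chosen before its result was seen, while the rule that picked Crym was written after its ratios had been seen. Cluster 16 held 3 spots under the label trained and 179 under the label untrained, and Crym is among its leading genes. Without cluster 16 the ratio outside the hippocampus was 0.27 (0.16 to 0.39), from 1095 and 1585 UMIs instead of 1097 and 2816. The negative ratio therefore came from spots nearly absent under the label trained, and the tables argue against lower Crym over all tissue outside the hippocampus. Whether these spots are missing because the section was cut at another plane or because the tissue differed between the mice is open, since 1 section per group was compared, and an effect of training on Crym remains possible and untested.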

How the results depend on the processing

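Chosen values of each comparison were recomputed under alternatives listed before the data were examined, except the removal of the GC trend, which was added after the data had been seen. Among the values not recomputed were the correlations with Arc of IEGs other than Egr1 and Jun, the correlations between layers or sides, and the mitochondrially encoded list compared between the labels within positive or negative spots. The scale for calling a value moved was written after the main values had been seen. A change counts as reversed when the sign turned and the main value was clear of 0 on that scale. Sums over all alternatives were 24 moved and 3 reversed of 212 for IEG levels, 47 and 6 of 87 for shares, 7 and 0 of 35 for lists between the labels, and 0 moved or reversed of 21 for all genes. For positive over negative spots they were 100 and 2 of 147 for lists and correlations and 378 and 79 of 1008 for the genes reported by name. Between the labels, ratios of genes reported by name moved in 26 of 135 alternatives over the hippocampus and in 29 of 102 within positive or negative spots, with none reversed. The sides were not among these, and the left side alone turned Bok to -0.079, Crym to -0.020 and Shank1 to 0.0016 in the hippocampus. Within positive or negative spots, 13 of 30 list and correlation alternatives moved, and 17 moved and 2 reversed of 32 for correlations with Arc. No paired analysis was possible because the groups share only 1 replicate number. Where a value changed, the cause was not tested unless stated.

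Thinning spots to 1000 UMIs, which removes the difference in depth, changed the share of positive spots from -26.2 to -1.31 percentage points for Arc, and turned it from -25.6 to 0.333 for Egr1 and from -25.3 to 0.658 for Jun. It also turned the shares within cluster 14 from -17.9 to 6.35 points for Egr1 and from -25.4 to 1.19 for Jun. In the other hippocampal spots they turned from -23.3 to 4.77 for Egr1 and from -16.7 to 4.30 for Jun. These values come from 1 seeded draw. Over all possible draws the differences were 0.551 for Arc, -0.225 for Egr1 and 0.708 for Jun in the hippocampus, -0.398 for Egr1 and -0.586 for Jun in cluster 14, and -0.378 for Egr1 and 0.870 for Jun in the other spots. Of the reversals, only those of Jun in the hippocampus and in the other spots held over all draws. Simulated levels that were equal in all hippocampal spots, at the observed depths, gave -28.1 points for Arc, -29.7 for Egr1 and -29.8 for Jun. Depth can thus give gaps of about this size when a gene is spread evenly. The layers, in which these genes differ, were not simulated, so the size expected for this tissue is not known. Cell-layer spots alone gave -18.2 points for Egr1, a threshold of 2 UMIs gave -16.3 for Jun, and the right side alone gave -32.2 for Arc.

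Of the levels between labels, removal of the GC trend moved Arc from 0.14 to 0.36 and Egr1 from 0.23 to 0.43, and the mitochondrially encoded list from -0.62 to -0.87. The left side alone gave 0.53 for Arc, turned Jun from 0.29 to -0.14 and moved the mitochondrially encoded list to -0.46. The right side alone gave -0.041 for Arc and -0.22 for the synapse list, from -0.13. Relative to the rest of the section, Egr1 was 0.075 and Jun turned to -0.042. Weighting each spot equally turned Egr1 to -0.0094. Leaving mitochondrially encoded genes out of the total moved the ribosomal list from 0.10 to 0.023 and the oxidative phosphorylation list from 0.077 to -0.00045. The median-of-ratios scaling moved them to 0.029 and 0.0050.

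Positive over negative spots changed most when layer and depth were held. Standardised over layers, the synapse median moved from 0.38 to 0.22 for Arc and from 0.46 to 0.33 for Egr1 under the label trained, and for Jun from 0.021 to 0.13 and from 0.023 to 0.16 under the labels trained and untrained. The r between sections moved from 0.769 to 0.476 for Arc, from 0.755 to 0.581 for Egr1 and from 0.745 to 0.405 for Jun. In Arc-positive spots Rpl5 turned to 0.095 under the label trained, and under the label untrained Rpl4 turned to 0.020, Rpl5 to 0.083 and Jun to 0.024. In Egr1-positive spots Rpl5 turned to 0.035, Pcsk1n to -0.035, Arc to -0.25 and Jun to 0.15 under the label trained, and Rpl4 to 0.041 under the label untrained. In Jun-positive spots Prkcb turned to 0.045, Dkk3 to 0.14, Crym to 0.25 and Egr1 to 0.12 under the label trained, and Prkcb to 0.11, Dkk3 to 0.14, Crym to 0.23 and Rasal1 to 0.12 under the label untrained.

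With negative spots matched on UMIs and layer, the synapse median was 0.13 and 0.094 for Arc and 0.13 and 0.14 for Egr1 under the labels trained and untrained, and r between sections was 0.0975 for Arc, 0.0766 for Egr1 and 0.0835 for Jun. In Arc-positive spots under the label trained Rpl4 turned to 0.028, Rpl5 to 0.090 and Crym to -0.15. Under the label untrained Kit turned to -0.20, Crym to -0.29, Bok to -0.17, Bsn to -0.035 and Ywhag to -0.069. In Egr1-positive spots under the label trained Rasal1 turned to -0.47, Pcsk1n to -0.029, Shank1 to 0.43, Gapdh to -0.11, Arc to -0.15 and Jun to 0.16. Under the label untrained Rpl4 turned to 0.036, Rasal1 to -0.31, Bok to -0.023, Homer3 to -0.045 and Arc to -0.21. In Jun-positive spots under the label trained Prkcb turned to 0.11, Dkk3 to 0.25 and Snap25 to -0.028. Under the label untrained Prkcb turned to 0.070, Dkk3 to 0.14, Rasal1 to 0.036, Gapdh to -0.031, Arc to 0.19 and Egr1 to 0.094.

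When spots were called positive after thinning, the synapse median was 0.073 and 0.062 for Arc, 0.14 and 0.0088 for Egr1 and -0.14 and -0.14 for Jun, and r between sections was 0.249, 0.373 and 0.337. Spots that held the gene but lost it by thinning were then counted as negative, so smaller ratios do not show an effect of depth alone. The mitochondrially encoded list turned to 0.056 for Arc under the label untrained and to 0.027 for Jun under the label trained. In Arc-positive spots Kit turned to -0.40 and Bsn to -0.27 under the label trained. Under the label untrained Kit turned to -0.27, Bok to -0.26, Homer3 to -0.53, Snap25 to -0.14, Bsn to -0.18, Ywhag to -0.091 and Gapdh to -0.065. In Egr1-positive spots under the label trained Kit turned to -0.35, Serpina3n to -0.63, Shank1 to 0.29 and Ywhag to -0.11. Under the label untrained Kit turned to -0.25, Bok to -1.11, Homer3 to -1.0, Serpina3n to -0.30, Snap25 to -0.34, Bsn to -0.46, Ywhag to -0.10 and Gapdh to -0.023. In Jun-positive spots Homer3 turned to -0.94 and Snap25 to -0.17 under the label trained. Under the label untrained Pcsk1n turned to -0.0082, Bok to -0.37, Shank1 to 0.029, Snap25 to -0.41, Bsn to -0.35, Ywhag to -0.13 and Gapdh to -0.15.

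With each spot weighted equally the synapse median rose to 0.49 for Arc and 0.61 for Egr1 under the label trained and to 0.16 and 0.10 for Jun under the labels trained and untrained, and r between sections was 0.623 for Arc, 0.65 for Egr1 and 0.641 for Jun. A threshold of 2 UMIs turned Bsn in Arc-positive spots under the label trained from 0.33 to -0.078. The left side alone gave synapse medians of 0.56 for Egr1 under the label trained and 0.14 and 0.057 for Jun under the labels trained and untrained, with r between sections of 0.547 for Arc, 0.606 for Egr1 and 0.508 for Jun. On that side, in Jun-positive spots, Crym turned from -0.30 to 0.34 and Homer3 from 0.69 to -0.51 under the label trained, and Homer3 from 0.36 to -0.060 under the label untrained. The right side alone gave synapse medians of 0.36 for Egr1 under the label trained and -0.044 for Jun under the label untrained, and an r of 0.585 for Egr1. Between the labels, a minimum of 100 UMIs lowered the r of positive and negative spots to 0.787 for Arc and 0.801 for Egr1.

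The r of Egr1 with Arc moved from 0.211 and 0.418 to 0.598 and 0.763 on UMIs as deposited, where depth raises both genes together, and to 0.0682 and 0.112 after thinning. Within CA1 it was 0.0178 and 0.267 and in the other hippocampal spots 0.00360 and 0.108. Within cluster 14 it turned to -0.00391 under the label trained and was 0.153 under the label untrained. Within DG it was 0.255 under the label untrained, and on Pearson residuals 0.577. The r of Jun with Arc under the label untrained moved from -0.255 to -0.0969 on UMIs as deposited, -0.0195 after thinning, -0.0317 within CA1, -0.0533 within DG and -0.0483 in the other hippocampal spots. Under the label trained it moved from -0.106 to -0.215 on Pearson residuals and turned to 0.176 in the other hippocampal spots.

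Depth limits what the comparison can resolve. At 1000 UMIs per spot Arc was left in 39 and 45 hippocampal spots, and ratios of positive over negative spots called at that depth rested on few molecules and on 1 seeded draw, as did correlations after thinning. At the observed depth, Kit and several listed IEGs stayed under the minimum of 400 UMIs.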

Other observations

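Hippocampal spots positive for Arc under the label untrained numbered 349. This is more than the study gave for untrained. Spots positive for Egr1 under the label trained numbered 255. This is fewer than the study gave for trained. Spots positive for Egr1 under the label untrained numbered 390. This is more than the study gave for untrained. Spots positive for Jun under the label trained numbered 179. This is fewer than the study gave for trained. Spots positive for Jun under the label untrained numbered 315. This is more than the study gave for untrained. The hippocampus was outlined in another way here, so counts of spots are not comparable one to one.

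The test of exchanged labels was chosen after the result was seen. The study placed more positive spots in its trained section for each IEG. Here the section labelled untrained had the larger share as deposited for 3 of 3 IEGs. This could be explained by labels exchanged between the deposit and the study. Thinned to equal depth, the differences in share were -1.31 points for Arc, 0.333 for Egr1 and 0.658 for Jun, so the order as deposited followed depth and does not by itself identify the animals. Counts of positive spots here were 255 and 390 for Egr1 and 179 and 315 for Jun under the labels trained and untrained. With the labels crossed, each of these lies close to the count the study gave. Arc was positive in 209 and 349 spots. With the labels crossed, the count for Arc under the label untrained stays well above that of the study, and under the label trained it lies nearer to the count of its own group. The crossed counts of Egr1 and Jun argue against taking the labels as certain. From these counts alone an exchange and a difference in how spots were selected cannot be told apart, because in neither pairing do both Arc counts lie close to those of the study. These counts exclude neither. The supplementary material of the study also gives the r of Arc and Egr1 for each of its sections. On UMIs as deposited that r was 0.598 under the label trained and 0.763 under the label untrained. With the labels crossed, both lie very close to the values of the study, and as labelled neither does. This argues against spot selection as the whole cause and for exchanged labels, although it rests on 1 pair of genes. The study also gives the r of Arc and Jun for each section, which was not compared here. All directions here hold for the labels as deposited.

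The test of depth was chosen before the result was seen. The share of IEG-positive hippocampal spots was lower under the label trained, where spots also held fewer UMIs. Thinned to 1000 UMIs, the difference for Egr1 was 0.333 points in the seeded draw and -0.225 over all possible draws instead of -25.6, so the gap as deposited is likely a result of depth. The tables argue against reading a difference in the number of active cells from the shares. Whether training changed the number of cells that express an IEG stays open and untested, because the thinned shares rest on few spots and on 1 section per group.

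The tests of a difference of the whole section, of transcript length and of GC content were chosen before the result was seen, and the test of GC content as the whole cause after it. Ratios between the labels in the hippocampus were shared by the rest of the section with an r of 0.885, which a difference between the animals or libraries as a whole could produce. Transcript length is not a likely source, since its rank correlation with the ratio was 0.0243. GC content had a rank correlation of -0.415 with the ratio in the hippocampus and -0.429 in the rest of the section, but 0.0997 and 0.0469 with the ratio of the left over the right side within the sections labelled trained and untrained. Genes below 44.1% GC had a median of 0.31 and genes above 55.9% a median of -0.12. A library difference that depends on GC content may therefore contribute, and its trend held 14.4% of the variance across genes. The tables argue against GC content as the whole cause, because r was 0.866 after its removal. What else both parts of the section share, including an effect of training on the whole brain, was not tested and stays open.

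The test of linked chromosomes was chosen after the result was seen. Among 95 genes with a hippocampal ratio over 1 log2 in size, 53 were over 1 log2 in the rest of the section too, 32 upward and 21 downward. Strain variants around a modified locus might give such ratios in one linked part of the genome. The largest part on any chromosome was 11.3%, or 6 genes on each of chromosomes 2, 7 and 11. These chromosomes held 8.52%, 7.66% and 8.63% of all compared genes. This argues against 1 linked region as the source of most of these ratios. Chromosome 15, which carries Arc, held 9.43% of them against 4.26% of all compared genes, and other chromosomes also lay above or below their part. A linked region behind a few of the genes is not excluded, because positions within a chromosome were not compared. Strain variants spread over the genome, and an effect of training on these genes, were not tested and stay open.

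The test of choroid plexus markers was chosen after the result was seen. Ttr was lower under the label trained in hippocampal spots. The 5 other choroid plexus markers had a median ratio of -2.15 there, with 4 intervals below 0, at -3.61 for Folr1, -2.15 for Kcnj13, -1.78 for Enpp2 and -2.87 for Clic6, and Kl at 0.031 as the exception. RNA of choroid plexus cells spread over the section is a likely explanation, because that tissue covered 68 and 165 spots. The tables argue against a change confined to Ttr. Whether training changed Ttr in the hippocampus itself was not tested and stays open.

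The tests of the mitochondrially encoded list, on the whole section and on GC content, were chosen after the result was seen. The list was as low in the rest of the section, at -0.583, as in the hippocampus, so a cause acting on the whole section, such as RNA quality or handling, is possible. GC content is not a likely cause, because with its trend removed the median was -0.87 and the percentile among random lists was still 0. The tables argue against a change confined to the hippocampus. Tissue handling and a body-wide effect of training were not tested and stay open.

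The test of GC content for the synapse list was chosen after the result was seen. The list had a lower median under the label trained, -0.13 in the hippocampus and -0.15 in the rest. GC content might have lowered it, but with the trend removed the list had a median of -0.067 and stayed at percentile 1.02, which argues against GC content as the whole cause. An effect of training on these genes was not tested and stays open.

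The tests of layers and of depth for the synapse list in Arc-positive spots were chosen before the result was seen, and the threshold for a clear drop with depth after it. Under the label trained the median fell from 0.38 to 0.220 when standardised over layers, which kept 57.9%, and to 0.125 when negative spots were also matched on depth, which kept 56.7% of the standardised value. Depth may therefore account for part of the difference. Standardisation removed part of this median and left part, and under the label untrained it did not lower the median. Simulated spots without a relation within regions had standardised medians of -0.0011 and 0.012 in the simulated trained and untrained sections. Those medians had to lie near 0, because each simulated spot was drawn from the mean of its region, so they exclude nothing. Standardisation holds the shares of the regions as drawn here, so these shares alone did not give the whole median. Finer differences between spots of a region were not held and may add to what was left. How much of the remainder came from depth and how much from a relation within layers cannot be told apart. Among random lists the standardised median stood at percentile 99.76 and the matched median at 99.41. The list includes Prkcb and Dkk3, which the study named for Arc-positive spots, so these percentiles are not independent of it. With spots called positive after thinning, which left 39 positive spots, the median was 0.073 at percentile 87.53. Spots that lost Arc by thinning counted as negative there, which can by itself lower the median. The other section, labelled untrained, had the matched median at percentile 99.45 and the thinned median at 99.71. The tables argue against reading the whole median of 0.38 as a relation within layers. Whether layers and depth together are the whole cause stays open. A relation of Arc with synapse genes within a layer, with or without training, also stays open and was not tested with replicates.

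The test of layers for Arc and Jun was chosen after the result was seen. Arc and Jun had negative correlations across spots, and Arc peaked in CA1 and Jun in DG, so layers are a candidate explanation. Within layers r was below 0 in 7 of 8 cases and below all 200 draws from layer means and depth in 1, cluster 14 under the label untrained, with -0.293 against a lowest draw of -0.205. Layers alone and an exclusion of both genes within a layer cannot be told apart, because 1 case of 8 lay outside the draws. A dependence on training was not tested and stays open.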
